# Sexual Differences in Physiological and Transcriptional Responses to Salinity Stress of *Salix linearistipularis*

**DOI:** 10.3389/fpls.2020.517962

**Published:** 2020-10-19

**Authors:** Shuang Feng, Hongwei Sun, Hongping Ma, Xin Zhang, Shurong Ma, Kun Qiao, Aimin Zhou, Yuanyuan Bu, Shenkui Liu

**Keywords:** dioecious, *Salix linearistipularis*, salinity tolerance, sexual differences, salt-responsive genes

## Abstract

Willow (*Salix*), a dioecious plant, is an important ornamental tree species in the world. *Salix linearistipularis*, a perennial woody plant species naturally distributed on the Songnen Plain saline-alkali land in northeast China, has a high saline condition. To study the sexual differences of *S. linearistipularis* in salinity tolerance, the physiological and transcriptional responses to salinity were compared between female and male cuttings. Under salinity stress, the female leaves exhibited higher superoxide dismutase and peroxidase activities and photosynthetic capacity, and lower H_2_O_2_ contents than those of male leaves. Under salinity stress, sodium (Na^+^) accumulation in female leaves was lower than that in the male leaves. The non-invasive micro-test showed that the net Na^+^ efflux in the salt-treated female roots was higher than that in male roots. Physiological responses revealed that female cuttings were more tolerant than males, which may be mainly due to females having lower leaf Na^+^ accumulation and higher root Na^+^ efflux capacity than males. Transcriptional analyses showed that 108 differentially expressed salt-responsive genes were identified in both female and male roots; most of these showed sexual differences in expression patterns under salinity stress. RNA-seq combined with qPCR analysis showed that the salt-induced expression of four Na^+^/H^+^ antiporter (*NHX*) genes (*SlNHX3, 5, 6, 7*) in female roots was higher than that in male roots. Transcriptional analyses revealed that the higher Na^+^ efflux capacity in female roots than in male roots may be closely related to the differential expression of salt-responsive genes, especially *NHX* genes.

## Introduction

Soil salinity is one of the major environmental factors influencing the productivity of agriculture and forestry. To survive under adverse conditions, plants have evolved intricate salt tolerance mechanisms, especially halophytes growing in high saline soils (Deinlein et al., 2014). Generally, halophytes can exclude more sodium (Na^+^) through their roots than glycophytes under salinity stress (Garthwaite et al., 2005). Investigation of salt tolerance mechanisms could facilitate the identification of plants that better cope with salinity. Moreover, the salt tolerant plants are an important resource for the exploitation and improvement of saline soils.

Willow (*Salix*), as one of the most important landscaping greening tree species, has wide distribution and high adaptability (Zhang et al., 2017). Because of their rapid growth, high biomass yield, and ease of propagation, willows are important wood resources for both bioenergy production and afforestation (Greger and Landberg, 1999; Karp et al., 2011). Furthermore, willow species are extensively used in phytoremediation activities (Tozser et al., 2017). *Salix linearistipularis* (Franch.) Hao, a member of the Salicaceae family, is a woody plant naturally distributed in the Songnen Plain saline-alkali land in the northeast of China. *S. linearistipularis* exhibits high tolerance to salinity; therefore, it can be used for the greening and afforestation of saline-alkali land, which highlight its high and has great ecological and economic potential.

*Salix linearistipularis* is a dioecious plant. In many dioecious plant species, there are differences in morphology, physiology, and heredity, as well as environmental adaptability between female and male plants (Eckhart and Chapin, 1997; Li et al., 2007; Melnikova et al., 2017). For example, in poplars (*Populus* spp.) from the Salicaceae family, many studies have shown sexual differences between females and males in morphological, physiological, and transcriptional responses to environmental stress (Chen F. et al., 2010; Chen L. et al., 2010; Zhang et al., 2011; Jiang et al., 2012; Peng et al., 2012; Melnikova et al., 2017; Song et al., 2019). In *P. cathayana*, the growth rate, the leaf morphology changes, the dry matter and the Na^+^ accumulation, and the photosynthetic capacity in female and male cuttings under salinity stress were significantly different (Chen F. et al., 2010). Furthermore, the difference in degradation rate and abundance of proteins involved in photosynthesis, hydrogen peroxide (H_2_O_2_) scavenging, and stress response between female and male cuttings was observed under salinity stress (Chen et al., 2011). In *P. yunnanensis*, female cuttings exhibited higher sensitivity to salinity and drought than male cuttings, as well as higher sensitivity to the combination of salinity and elevated CO_2_ levels (Chen L. et al., 2010; Li et al., 2013). The transcription profiling revealed a difference in the expression of most genes involved in photosynthesis in both female and male *P. yunnanensis* under salinity stress (Jiang et al., 2012). Moreover, male *P. deltoides* cuttings exhibited competitive advantages over females under salinity stress (Li et al., 2016). Overall, these studies have shown the sexual difference in salinity tolerance between female and male plants in the genus *Populus*. The genus *Populus* and the genus *Salix* are members of Salicaceae. Unlike the male-biased *Populus*, *Salix* shows a female-biased sex ratio in its natural habitats (Dudley, 2006; Ueno et al., 2007; Hughes et al., 2010; Liao et al., 2019). A recent study has demonstrated that *Salix paraplesia* females exhibit superior drought tolerance and self−protective capacity to males at high altitudes (Liao et al., 2019). However, it remains unclear whether there are sexual differences in salinity tolerance between females and males in the genus *Salix*.

To investigate potential differences in physiological and transcriptional response of female and male *S. linearistipularis* cuttings, we measured some physiological parameters (including antioxidant enzyme activity, chlorophyll pigments, H_2_O_2_, and sodium (Na^+^) contents, and root Na^+^ efflux rate) of female and male cuttings following exposure to salinity stress. In addition, we analyzed the transcription and expression profiles of salt-responsive genes in female and male roots exposed to salinity stress. The results of the present study could enhance our understanding of sexual differences in the genus *Salix* and facilitate its effective exploitation.

## Materials and Methods

### Plant Materials and Growth Conditions

Annual female and male cuttings from *S. linearistipularis* trees (sampled in five populations) were collected from Anda Experimental Base of Northeast Forestry University of China (Anda City, Heilongjiang Province; 46°27, N, 125°22, E). The cuttings were grown in a greenhouse under a 12-h light/12-h dark photoperiod (100 μmol m^–2^ s^–1^ light) at 24°C. Female and male cuttings were planted in plastic pots containing the same homogenized soil. After 1 month, healthy plants with equivalent height and similar crown size were selected for the experiments. A female tree and a male tree from each population were also randomly selected for different treatments.

### Measurement of Antioxidant Enzyme Activities and H_2_O_2_ and Malondialdehyde Contents

The leaves of female and male plants were used to prepare leaf disks (1 cm^2^), which were immediately immersed in different concentrations of NaCl solution (0, 50, 100, 200, 300, and 400 mM) for 48 h. Water was used as the control. A total of 100 mg of the salt-treated and control samples were collected and weighed. The superoxide dismutase (SOD) and peroxidase (POD) activities, and H_2_O_2_ and MDA contents were measured using detection kits (SOD-1-Y, POD-1-Y, H_2_O_2_-1-Y, and MDA-1-Y; Comin, Suzhou, China), according to the manufacturer’s instructions.

### Measurement of Chlorophyll Content and Chl Fluorescence Parameters

Chlorophyll (Chl) was extracted from leaf samples using 80% ice-cold acetone. The absorbances of Chl a (646 nm) and Chl b (663 nm) were determined using a UV/Vis spectrophotometer. The total Chl content was the sum of Chl a and Chl b. The maximal photochemical efficiency (*F*_*v*_/*F*_*m*_), minimal fluorescence yield (*F*_0_), and maximal fluorescence yield (*F*_*m*_) were measured using an Imaging-PAM Chlorophyll Fluorometer (Walz, Germany) as described previously (Wang et al., 2014).

### Measurement of Na^+^ Contents

Female and male cuttings were exposed to 0 and 100 mM NaCl salinity solution for 12 and 48 h. After salinity treatment, the leaf samples of the cuttings were collected and dried. The dried samples were weighed and then digested in 8 mL HNO_3_ and 3 mL H_2_O_2_ for 50 min at 180°C using a microwave digestion instrument (Milestone, Italy). The Na^+^ contents in the leaves were measured by inductively coupled plasma optical emission spectrometry (ICP-OES, Perkin Elmer, United States).

### Net Na^+^ Flux Measurements

Net fluxes of Na^+^ were measured using Non-Invasive Microtest Technology (NMT) (NMT100 Series, YoungerUSA LLC, Amherst, MA, United States), as described previously (Sun et al., 2009; Zhou et al., 2018). Hydroponic female and male cuttings were exposed to 0 or 100 mM Na^+^ for 12 h, and root segments were immobilized in the measuring solution (0.1 mM KCl, 0.1 mM CaCl_2_, 0.1 mM MgCl_2_, 0.5 mM NaCl, and 0.3 mM MES, pH 5.8) to measure the Na^+^ flux. Each sample was measured continuously for 9 min and each root zone for 3 min. The Na^+^ flux rate, based on the voltages monitored between two points (0 and 30 μm), was calculated using iFluxes/imFluxes v1.0 software (YoungerUSA LLC, Amherst, MA, United States). The calibration slope for Na^+^ was 58.59 mV/decade. Six biological repeats were performed for each analysis. Ion flux was calculated based on Fick’s law of diffusion:

J=-D⁢(d⁢c/d⁢x)

where *J* represents the ion flux in the *x* direction, *dc/dx* is the ion concentration gradient, and *D* is the ion diffusion constant in a particular medium.

### RNA-Seq and Transcriptome Data Processing

Hydroponic cuttings of male and female plants were exposed to 0 or 100 mM NaCl for 6, 12, and 24 h. Three independent experiments were performed for each treatment condition. Root samples from all cuttings were cut and immediately stored at -80°C until required for RNA extraction. Total RNA from the root samples was extracted using TRIzol reagent (Invitrogen, Carlsbad, CA, United States). The quality and integrity of the RNA samples was confirmed and assessed, no sign of degradation was observed. cDNA library construction and Illumina sequencing were performed according to the manufacturer’s instructions (Illumina, San Diego, CA, United States). RNA sequencing (RNA-seq) was performed by the Beijing Genomic Institute (BGI, Shenzhen, China).

The *de novo* assembly of RNA-seq in the absence of a reference genome was accomplished using Trinity (Grabherr et al., 2011). Trinity combines the reads with a certain length of overlap to form longer fragments, known as contigs. These contigs were subjected to sequence clustering to form longer sequences. Such sequences were defined as unigenes (Zhou et al., 2017). For unigenes annotation, seven public databases were used, including the NCBI non-redundant protein sequence (NR), Swiss-Prot protein, euKaryotic Ortholog Groups (KOG), NCBI nucleotide sequence (NT), Kyoto Encyclopedia of Genes and Genomes (KEGG), protein families (Pfam), Gene Ontology (GO), and Intersection databases. The RNA-seq data were deposited in the NCBI Gene Expression Omnibus (GEO) with accession number GSE138551.

### Analysis of Differentially Expressed Genes

Transcriptome data processing and differentially expressed gene (DEG) analysis were performed as previously described (Zhou et al., 2017). The expression levels of the unigenes were calculated using the Reads per kilobase per Million reads (RPKM) method (Mortazavi et al., 2008). DEGs were screened with a false discovery rate (FDR) threshold of 0.05 or less and an absolute log2 ratio of 1 or more. All the DEGs were mapped to each term of the GO databases, and significant pathways were defined based on a corrected *P*-value ≤ 0.05.

### qPCR Expression Analysis

Expression levels of five sodium/hydrogen antiporter (NHX) genes (Unigene43275, CL3276, CL2217, CL7345, and CL9910) were investigated by qPCR. The *SlActin* (CL19537) was used as the internal reference gene. The relative gene expression levels were quantified using the delta-delta-Ct method. The qPCR primers used are listed in Supplementary Table S1.

### Statistical Analyses

All experiments performed at least three biological and at least three technical repeats. Statistically significant differences were calculated based on the Student’s *t*-test, with *P* < 0.05 (^∗^) using one-way Analyses of Variance in SPSS (SPSS Inc., Chicago, IL, United States).

## Results

### Comparison Between Sexes in Leaf Physiological Traits

To investigate whether there were differences in salinity tolerance between female and male of *S. linearistipularis* plants, growth phenotypes from five populations in saline-alkali habitats were first investigated and compared. The average plant height, crown width, branch number, and maximum branch diameter of female plants were higher than those of male plants (Figures 1A–D). There were no significant morphological differences in female and male leaves (Figure 2A). The physiological traits of female and male leaves exposed to salinity (NaCl) stress were measured. Under the control conditions (0 mM), the male leaves showed significantly higher SOD activity than the female leaves (Figure 2B). After 50 to 200 mM NaCl treatment, there were no significant differences between sexes. At higher NaCl concentrations (300 and 400 mM), female leaves exhibited significantly higher SOD activity than males (Figure 2C). Under salinity stress, female leaves exhibited generally higher POD activity and lower H_2_O_2_ content than male leaves. However, there were no significant differences between female and male leaves under the control (0 mM) condition (Figures 2D,E). In addition, there were no significant differences in leaf MDA contents between the females and males under both the control and salinity stress (Figure 2F).

**FIGURE 1:**
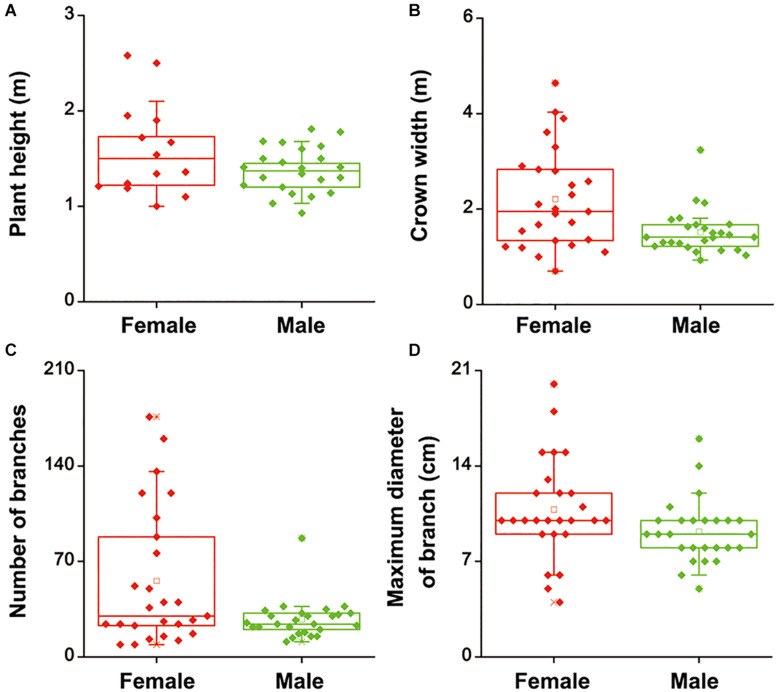
Height **(A)**, crown width **(B)**, number of branches **(C)**, and maximum diameter of branches **(D)** of female and male plants of *S. linearistipularis* from three natural populations distributed in saline-alkali soil. In the box plots, the hollow square () show the medians and center lines show the mean value; box limits indicate the 25th and 75th percentiles as determined by R software; whiskers extend 1.5 times the interquartile range from the 25th and 75th percentiles, and individual data points are represented by solid square.

**FIGURE 2:**
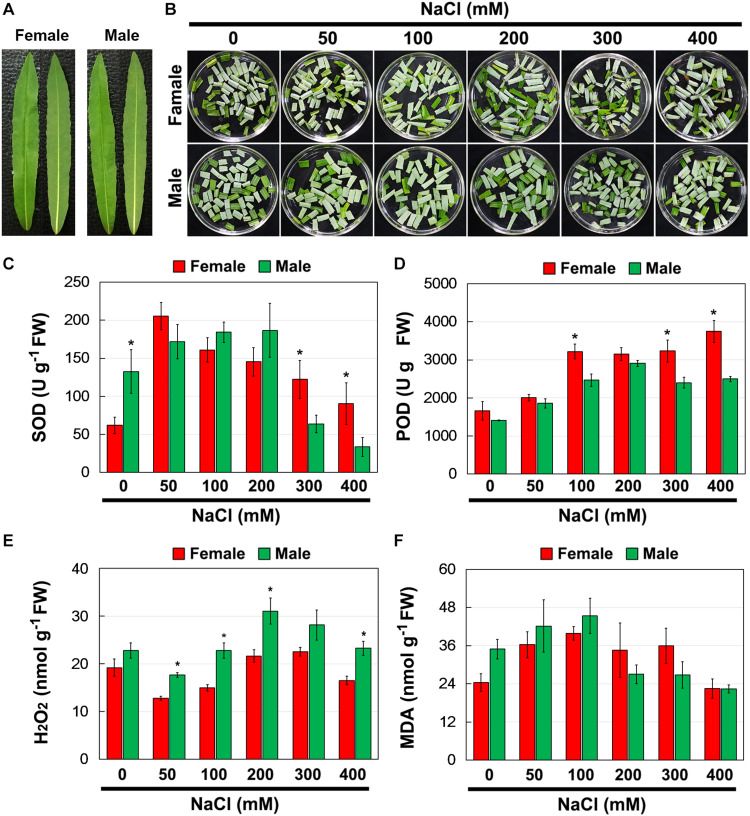
Phenotype **(A,B)**, SOD **(C)**, and POD **(D)** activities, and contents of H_2_O_2_ **(E)** and MDA **(F)** in leaves of female and male plants of *S. linearistipularis* under control and salinity stress (50 to 400 mM NaCl). Error bars represent *SE* (*n* = 5). Asterisks indicate significant differences between female and male plants (^∗^*P* < 0.05; Student’s *t*-test). Fw, fresh weight.

Further, the total Chl content and Chl fluorescence parameters of female and male leaves exposed to salinity stress were measured (Figure 3A). Salinity stress decreased total Chl content in both female and male leaves, but there were no significant differences between them under the control and salinity stress treatments (Figure 3B). Under the control conditions, there was no significant difference in *F*_0_, *F*_*m*_, and *F*_*v*_/*F*_*m*_ between the female and male leaves. However, under salinity stress, the *F*_0_ and *F*_*m*_ in male leaves were higher than those in female leaves, while the *F*_*v*_/*F*_*m*_ in male leaves was significantly lower than that in female leaves (Figures 3C–E).

**FIGURE 3:**
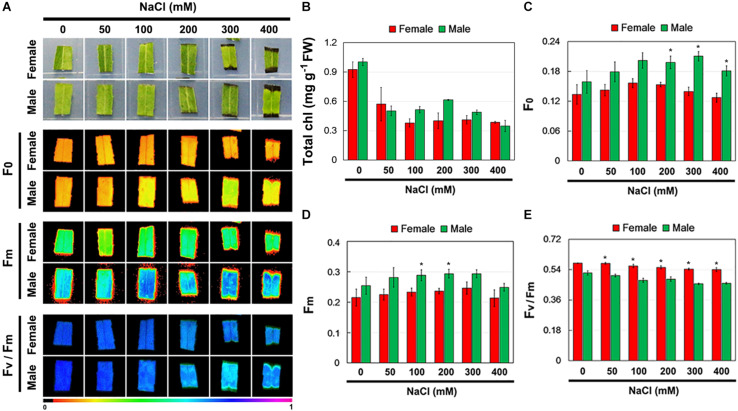
Chlorophyll (Chl) contents and Chl fluorescence parameters in leaves of female and male plants of *S. linearistipularis* under control and salinity stress (50 to 400 mM NaCl). **(A)** Minimum Chl fluorescence (F_0_), maximal Chl fluorescence (Fm), and maximal photochemical efficiency (Fv/Fm) images. The pseudocolored bar depicted at the bottom of the panel ranges from 0 (black) to 1.0 (purple). Chl content **(B)** and quantification of Chl fluorescence parameters *F*_0_ **(C)**, *F*_*m*_ **(D)** and *F*_*v*_/*F*_*m*_ **(E)**. Error bars represent *SE* (*n* = 6). Asterisks indicate significant differences between female and male plants (^∗^*P* < 0.05; Student’s *t*-test). Fw, fresh weight.

### Comparison Between Sexes in Leaf Na^+^ Accumulation and Root Na^+^ Efflux

When salinity (100 mM NaCl) was applied into the soil, the Na^+^ accumulation in the female and male leaves increased. After 12 and 48 h of NaCl treatment, the Na^+^ accumulation in male leaves was significantly higher than that in female leaves. However, there were no significant differences in Na^+^ accumulation between the female and male leaves under the untreated control conditions (Figure 4).

**FIGURE 4:**
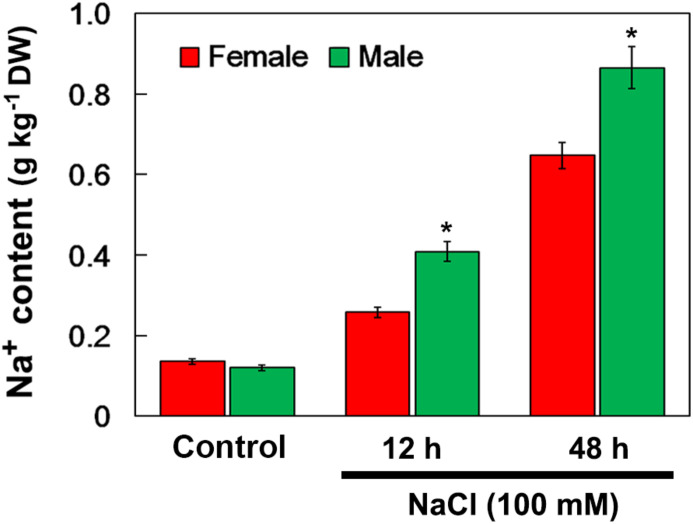
Na^+^ contents in leaves of female and male plants of *S. linearistipularis* under control and salinity stress (irrigation with 100 mM NaCl). Leaves were sampled 0 (control), 12 and 48 h after the initiation of salinity treatment. Error bars represent *SE* (*n* = 3). Asterisks indicate significant differences between female and male plants (^∗^*P* < 0.05; Student’s *t*-test). DW, dry weight.

Using the NMT technique, the net Na^+^ flux in female and male roots under salinity stress was monitored (Figure 5A). Transfer of NaCl-treated roots to Na^+^-free solution caused a significant Na^+^ efflux in both the female and male roots, including the root meristem zone (Mez), elongation zone (Elz), and mature zone (Maz) (Figure 5B). The rate of net Na^+^ efflux in female roots was significantly higher than that in male roots (Figure 5C). Under the control treatment, the rate of net Na^+^ efflux in female and male roots was not significantly different (Figures 5D,E).

**FIGURE 5:**
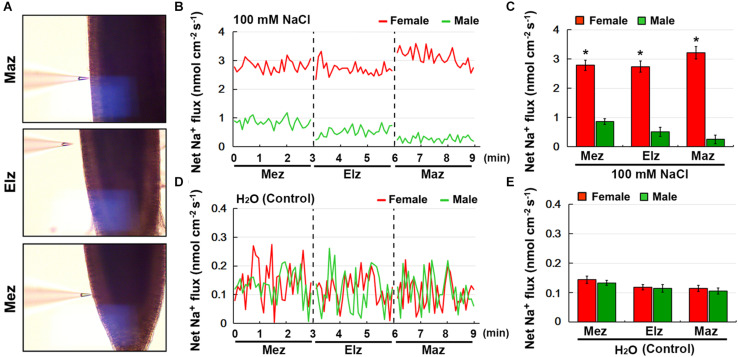
Net fluxes of Na^+^ in roots of female and male plants of *S. linearistipularis* under control and salinity stress (100 mM NaCl for 12 h). **(A)** The root zones measured by NMT technology. Mez, Meristem zone; Elz, elongation zone; Maz, mature zone. **(B)** Net Na^+^ fluxes in roots of female and male plants pretreated with 12 h incubation in 100 mM NaCl. Continuous flux was recorded for 9 min, 3 min per root zone. **(D)** The normal test solution (0.1 mM NaCl) was used as the control. **(C,E)** Mean Na^+^ fluxes from the roots of female and male plants under the condition of NaCl (100 mM) treatment and control (0.1 mM NaCl). Error bars indicate *SE* (*n* = 6). Asterisks indicate significant differences between female and male plants (^∗^*P* < 0.05; Student’s *t*-test).

### Comparison Between Sexes in Transcriptional Profiling in Roots

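Root RNA of the dioecious willow *S. linearistipularis* was sequenced in 24 libraries, 3 from each of 8 groups: female and male cuttings in control solution, and female and male cuttings after 6, 12, and 24 h in 100 mM NaCl. The paper describes 3 independent experiments for each treatment condition, with cuttings from a female tree and a male tree of each of several populations, whereas the sample labels describe 1 male and 1 female individual propagated to cuttings. The hour at which control roots were taken is not given in the sources used here. The authors assembled the reads without a reference genome, using Trinity, and deposited FPKM values (fragments per kilobase of unigene, scaled to the mapped fragments of the library), although the methods name RPKM. The table held 253209 rows, of which 134118 were contigs of 20753 clusters (CL numbers) and 119091 were single unigenes (Unigene numbers, written U in the paper). The sum of FPKM per library had a median of 708879 in female control roots, 778025 at 6 h, 680821 at 12 h, and 673700 at 24 h, and of 716047, 714984, 725930, and 666355 in male roots at the same points. The most spread group was male 6 h, from 663314 to 743637. The number of reads per library is not given in the sources used here. Among 18067 single unigenes whose low values lay at whole multiples of a repeated lowest value (within 0.2 of a step), the relative depth of the libraries lay between 0.952 and 1.04. Only values close to the lowest of their row entered this estimate, so it could not leave a narrow range. It does not show that the libraries had equal depth. The variance of the recovered reads over their mean, which is 1 for counting noise alone, averaged 1.61 in female control, 1.51, 1.49, and 1.63 in female 6, 12, and 24 h, 1.9 in male control, 1.53 in male 12 h, and 1.36 in male 24 h, but 7.42 in male 6 h. P-values from these libraries measure only the spread between them, which may be technical. If each sex came from 1 individual, as the labels describe, differences between sexes below cannot be told apart from differences between 2 plants. From the FPKM values, log2(FPKM + 0.5) was tested with limma in 1 model of the 8 groups over all 24 libraries, for the 181249 rows with at least 1 FPKM in at least 3 libraries. The model pools the spread over all groups, so standard errors and p-values of comparisons that use male 6 h libraries understate the spread of that group. DEGs had an adjusted p of at most 0.05 and an absolute log2 ratio of at least 1, as in the paper's methods. For named genes and gene lists, the contigs of a cluster were summed to 1 gene, which gave 95202 tested genes. Ratios on the log2(FPKM + 0.5) scale understate the changes of genes with low FPKM.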

To investigate potential sexual differences in root Na^+^ flux, transcriptional sequencing of female and male roots under control (CK) and salinity stress was performed. In total, 220,256 transcripts (85.56% of all transcripts) in the control and NaCl-treated roots of both female and male plants were annotated in the following public databases, including the NR, NT, Swiss-Prot, KEGG, KOG, Pfam, and GO (Table 1).

**TABLE 1:** Number of functional annotations for all of the transcripts in public databases.

**Annotated Database**	**NR**	**NT**	**SwissProt**	**KEGG**	**KOG**	**Pfam**	**GO**	**Overall**
Number of transcripts	206,706	166,419	152,229	160,838	164,661	156,833	152,635	220,256
Percentage (%)	80.30%	64.65%	59.14%	62.48%	63.97%	60.92%	59.29%	85.56%

After merging transcripts with the same annotation, a total of 46,664 unigenes were obtained. 

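Most rows of the table had reads in roots of both sexes. An FPKM above 0 was found in at least 1 library of each sex for 217100 of the 253209 rows, in female libraries alone for 19660, and in male libraries alone for 16449. *NHX* gene Unigene43275, a sodium/hydrogen exchanger, was among the rows found in both sexes, although it was listed at 0 in all 3 female control libraries and stood at 0.0600 ± 0.0600 FPKM (SD, n = 3) in female roots at 24 h. The cytosolic ascorbate peroxidase gene Unigene16104 was listed at 0 in all 3 male control libraries and stood at 14.6 ± 1.38 FPKM (SD, n = 3) in female control roots. With the contigs of each cluster summed, 113244 genes were found in both sexes and 10869 in male libraries alone. When a group mean of at least 1 FPKM was required, 99840 rows were found in both sexes, 48766 in females alone, and 50907 in males alone. The merging of transcripts by annotation was not repeated, since no annotation of all rows was used here.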

Out of all the genes, 4,824 were identified in female plants, and 2,864 were identified in male plants, and 38,976 (83.5% of all unigenes) were common to both the sexes (Figure 6A). 

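The first principal components of log2(FPKM + 0.5) held 29.1% and 19.8% of the variance over 181249 rows. The 3 libraries of every group except male 6 h lay within 6.78 units of each other on the first 3 components, whereas the male 6 h libraries lay up to 237.0 units apart. For 22 of the 24 libraries, the most similar library was of the same group. The exceptions were male 6 h replicate 1, nearest to a male control library (r = 0.699), and male 6 h replicate 2, nearest to a male 24 h library (r = 0.759). These r are across rows, which are not independent replicates. Libraries of the other groups had r from 0.955 to 0.969 within the group, and the male 6 h libraries from 0.585 to 0.619. The contigs that carried a cluster's expression also differed between groups. In the *NHX* cluster CL3276, contig 6 led in female control roots (3.98 FPKM, mean of 3 libraries) and at 12 h (9.35 FPKM), contig 3 led in female roots at 6 h (6.98 FPKM), and contig 2 led in male control roots (8.81 FPKM). Over all clusters with at least 10 FPKM in both libraries, the most abundant contig differed in a mean of 10.9% to 13.1% of clusters within groups other than male 6 h (at most 13.4% for a pair of libraries) and in 21.9% between female control and 12 h. It differed in 56.4% between female control and 6 h, in 57.0% between female and male control, in 56.3% between male control and 12 h, and in 60.0% between male control and 24 h. Comparisons of NaCl with control libraries may thus hold differences between plants besides a response to NaCl.

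**Figure D1:**
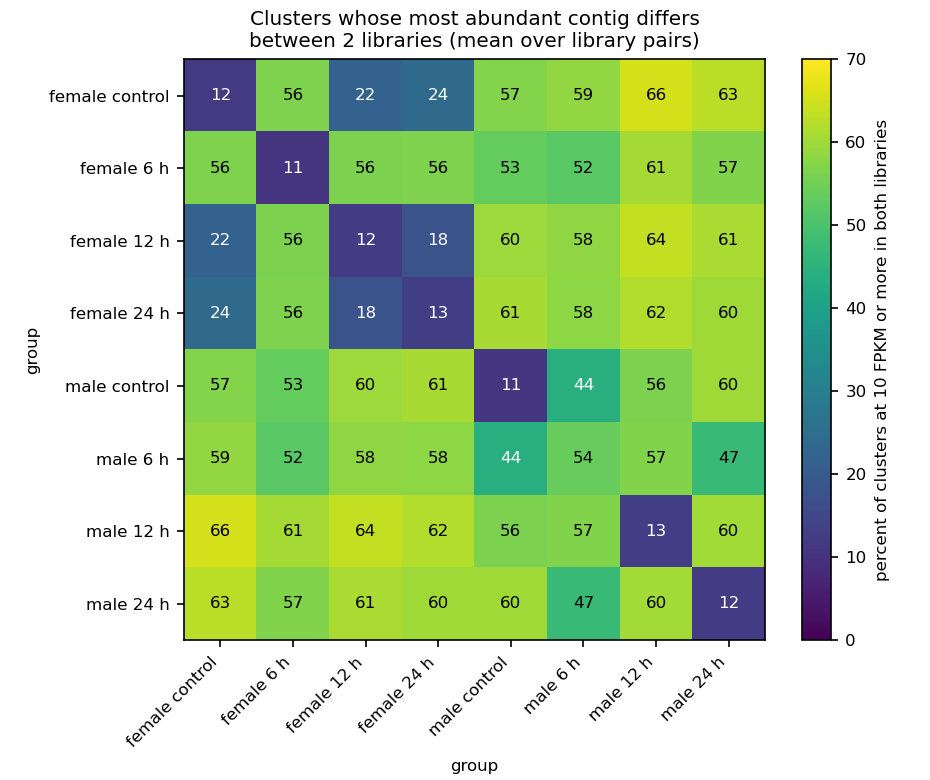
Mean percent of clusters (at least 10 FPKM in both libraries) whose most abundant contig differs between 2 libraries, for each pair of the 8 groups on both axes, with colour and number giving the percent. The low values lie on the diagonal, except male 6 h at 53.6%, and among female control, 12 h and 24 h, where they are 17.9% to 24.3%.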

Principal component analysis based on gene expression showed that the sequenced samples clustered well (Supplementary Figure S1). Using the RPKM method, the DEGs in female and male roots were screened. 

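A large part of the measured transcripts differed between NaCl-treated and control libraries in roots of both sexes. In female roots, 50333 rows rose and 39758 fell at 6 h, 16748 rose and 16871 fell at 12 h, and 17831 rose and 32903 fell at 24 h. In male roots, 24154 rose and 33212 fell at 6 h, 43837 rose and 49520 fell at 12 h, and 27605 rose and 53801 fell at 24 h. At all 3 times, 19100 rows were DEGs in female roots and 36808 in male roots. Of these, 5508 rose and 12165 fell throughout in females, and 9336 rose and 26979 fell throughout in males. Independent lists of the same lengths would share 457.6 rising and 671.8 falling rows in females, and 889.7 and 2693 in males. The 3 times of a sex were compared with the same 3 control libraries. Simulated unchanged groups against those libraries gave 0 common DEGs in each of 100 draws for either sex. The simulated groups were centred on the observed means of those libraries, so the draws cannot show an overlap that comes from shared controls. Part of the excess may come from the shared controls, which are too few to be split. By the sum of contigs, the class I small heat shock protein gene CL697, which encodes a chaperone, rose from 15.6 ± 0.947 to 1736 ± 26.5 FPKM (SD, n = 3) in male roots at 12 h, and the basic transcription factor 3 gene CL18251 fell from 92.1 ± 4.21 to 8.53 ± 0.376 FPKM (SD, n = 3). When libraries were scaled by their median ratio, which moved the median gene to 0.12 in male roots at 6 h, to 0.26 at 12 h, and from -0.30 to -0.12 in female roots at 24 h, the directions shifted. Genes well above the pseudocount could move more. The factors were 1.498, 1.488, and 1.489 in male control and 0.7088, 0.7111, and 0.7061 in male 12 h libraries, and *NHX* gene CL9910 in male roots at 12 h went from -0.59 to 0.46. Rising rows then made up 50.6% in place of 35.1% of the DEGs of female roots at 24 h, 58.3% in place of 42.1% of male roots at 6 h, 67.8% in place of 47% at 12 h, and 53.5% in place of 33.9% at 24 h. With each group except male 6 h counted as 1 sample, so that the spread came from the 3 male 6 h libraries alone (2 residual degrees of freedom), limma called 5604 common DEGs in females and 914 in males. That alternative was chosen after the data were seen, and a fit on the compared groups alone called 10908 in males, and 13500 DEGs in male roots at 6 h in place of 57366.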

After 6, 12, and 24 h of NaCl treatment, 8,161 and 12,861 common DEGs were identified in female and male roots, respectively (Figure 6B). The GO enrichment analysis for DEGs showed that the response to the salt stress pathway was significantly enriched in both female and male plants (Supplementary Figure S2). At different time points of NaCl treatment, the number of DEGs involved in response to salt stress pathway was different between female and male plants (Figure 6C and Table 2). Furthermore, the number and expression levels of DEGs involved in reactive oxygen species pathways were different between the female and male plants (Table 2 and Supplementary Table S2). However, most of the DEGs involved in response to salt stress pathway were the same in both sexes; 108 DEGs are common to both sexes, 8 DEGs are specific to female plants, and 6 DEGs are specific to male plants (Figure 6D). 

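Of the 108 genes that the paper lists as salt-responsive in both sexes (Supplementary Table S3), 104 were measured. In female roots, 44 rose and 21 fell at 6 h, 29 rose and 12 fell at 12 h, and 35 rose and 32 fell at 24 h. In male roots, 36 rose and 25 fell at 6 h, 49 rose and 29 fell at 12 h, and 38 rose and 35 fell at 24 h. Of all 95202 tested genes, 50.5%, 22.2%, and 31.6% were DEGs in female roots and 30.3%, 49.9%, and 39.9% in male roots. The balance of directions depends on scaling. With libraries scaled by their median ratio, the median log2 ratio of the list in male roots was 1.58 in place of 0.829 at 12 h. At 24 h it was 0.972 in place of 0.183. Of 8 measured beta-glucosidase genes, 2 rose and 1 fell in female roots at 6 h, 4 rose at 12 h, and 6 at 24 h, and in male roots 4, 7, and 7 rose. One of them, Unigene27717, stood at 0.16 ± 0.0985 FPKM in female control roots and 19.2 ± 1.53 FPKM (SD, n = 3) at 24 h. Of 7 MYB transcription factor genes, 5, 4, and 4 rose in female roots and 6, 5, and 5 in male roots at 6, 12, and 24 h, with at most 1 lower at any time. CL2555, matched to MYB13, rose at 6 h by a log2 ratio of 5.02 (standard error 0.31, adjusted p = 2.64e-11 from limma) in females. All 4 basic transcription factor 3 genes fell at each time in male roots and at 24 h in female roots (1 of 4 at 6 and 12 h). With libraries scaled by their median ratio, their median log2 ratio in female roots at 24 h was -0.958 in place of -1.29, under the threshold. In male roots the scaled median was -1.25, -1.83, and -1.34 at 6, 12, and 24 h. At 24 h in female roots, CL18251 had a log2 ratio of -1.67 (standard error 0.28, adjusted p = 5.69e-05 from limma). Genes of the mitochondrial respiratory chain rose in female roots at 6 h (5 of 5) and in male roots at 12 h (4 of 5), as did proteasome subunit genes (4 of 4 and 3 of 4). At other times fewer rose, with 1 of 5 and 0 of 4 in female roots at 12 h, 3 of 5 and 1 of 4 in male roots at 6 h, and 1 of 5 and 0 of 4 at 24 h. In female roots at 24 h none of these genes rose, whereas 1 of 5 and 3 of 4 fell. All of these mitochondrial and proteasome genes have their nearest protein match outside the willow family, and of the 20 measured list genes with such matches, 13 rose in female roots at 6 h and 10 in male roots at 12 h. Adjusted over the list alone, limma called 44 higher and 21 lower, 30 and 12, and 35 and 33 in females. In males, it called 38 and 25, 49 and 29, and 38 and 35. The study chose this list on these samples, so these counts are not independent evidence of its response. By limma with 1 sample for each group except male 6 h, chosen after the data were seen, at most 2 of the 104 genes were called at any time (7 to 27 at an unadjusted p under 0.05), and a fit on the compared groups alone called 17 in male roots at 6 h.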

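Of the 68 genes in the paper's list of reactive oxygen species pathways (Supplementary Table S2), 61 were measured. In females, 23 rose and 8 fell at 6 h, 14 rose and 1 fell at 12 h, and 22 rose and 9 fell at 24 h. In males, 24 rose and 13 fell at 6 h, 30 rose and 17 fell at 12 h, and 27 rose and 17 fell at 24 h. Among all tested genes, the share of DEGs was 50.5%, 22.2%, and 31.6% in females and 30.3%, 49.9%, and 39.9% in males. Ascorbate peroxidase genes, whose enzymes remove hydrogen peroxide, went both ways, with 10 higher and 8 lower of 38 measured in female roots at 6 h, and 9 higher and 16 lower in male roots at 12 h. The cytosolic ascorbate peroxidase gene Unigene9983 rose from 0.12 ± 0.106 to 11.3 ± 0.0551 FPKM (SD, n = 3) in female roots at 6 h. The ferritin gene CL4009, which encodes an iron storage protein, rose from 72.2 ± 0.904 to 152 ± 2.94 FPKM (SD, n = 3) in female roots and from 47.9 ± 0.687 to 630 ± 5.08 FPKM in male roots at 12 h. Small heat shock protein genes made up 19 of the list, and 12 of these rose in females and 18 in males at 12 h. The NaCl response differed between sexes for 19 of the 61 genes at 6 h, 38 at 12 h, and 27 at 24 h by limma's test of the interaction. Of all tested genes, 47.3%, 48.5%, and 36.5% passed this test, so the share of the list at 6 h lay below that of all genes. Of the 38 genes at 12 h, 26 had a lower response in females and 12 a higher one, and adjusted over the list alone 28 had a lower one. Adjusted over the list alone, limma called 23 higher and 8 lower, 15 and 1, and 23 and 9 in females, and 26 and 13, 31 and 17, and 27 and 17 in males. The study chose the list on these samples, so this is not independent evidence. When each group except male 6 h counted as 1 sample, chosen after the data were seen, limma called 1 gene or 0 at any time (0 to 11 at an unadjusted p under 0.05), and a fit on the compared groups alone called 5 in male roots at 6 h.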

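Among the 104 measured genes of the common list, 82 were DEGs at 1 or more times in both sexes, 10 in female roots alone, 8 in male roots alone, and 4 in neither. The WRKY33 gene CL3639, a transcription factor of defence and salt responses, rose in both sexes at each time, from 64.9 ± 2.57 to 1728 ± 22.7 FPKM (SD, n = 3) in female roots and from 29.6 ± 0.895 to 1781 ± 25.8 FPKM in male roots at 24 h. Its most abundant contig alone fell in female roots at 6 h, with a log2 ratio of -3.84, while the sum of its contigs rose by 4.41 (standard error 0.25). The sugar transport protein 13 gene CL1787 rose from 124 ± 1.13 to 1673 ± 34.5 FPKM in female roots and from 35.0 ± 1.59 to 1749 ± 40.7 FPKM in male roots at 24 h (SD, n = 3). Where a gene was a DEG in both sexes at 1 time, the direction was the same for 38 genes and opposite for 3 at 6 h, the same for 34 and opposite for 2 at 12 h, and the same for 55 and opposite for 2 at 24 h. The mitochondrial phosphate carrier gene CL8420 was a DEG in female roots alone, with a log2 ratio of 2.00 (standard error 0.12, adjusted p = 3.72e-11 from limma) at 24 h, but in male roots it lay just under the threshold of 1 (adjusted p = 9.61e-07 from limma). The responses of CL8420 differed by 1.62 on the log2 scale at 12 h (standard error 0.17, adjusted p = 2.4e-07 from limma's test of the interaction), whereas for the other genes called in 1 sex the call alone does not show that the sexes differ. Counting each group except male 6 h as 1 sample, chosen after the data were seen, 1 gene was called in both sexes.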

The expression patterns of the common DEGs were different between the females and males under salinity stress (Supplementary Figure S3 and Supplementary Table S3). 

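Genes of small heat shock proteins, chaperones that bind unfolding proteins, differed in their response between female and male libraries at 12 and 24 h. Whether such differences come from sex or from the individual plants cannot be told if each sex came from 1 individual. All 20 genes were measured, and at 12 h 12 rose in female roots and 19 in male roots, with a median log2 ratio of 1.81 against 4.49. The response was lower in females for 16 of the 20 genes at 12 h and for 10 at 24 h, and higher in females for 0 and 2, by limma's test of the interaction, whereas at 6 h it was lower for 1 and higher for 1. CL12066, a class III small heat shock protein gene, rose from 1.69 ± 0.375 to 23.0 ± 2.26 FPKM in female roots and from 1.08 ± 0.417 to 306.8 ± 2.79 FPKM in male roots at 12 h (SD, n = 3). In contrast, Unigene20703, a class I gene, was higher in female roots at 24 h (92.5 ± 6.08 FPKM) than in male roots (7.79 ± 1.89 FPKM, SD, n = 3). Both WRKY33 genes had a lower response in females at each time, and Unigene26361 fell in female roots at 24 h (log2 ratio -2.80, standard error 0.49, adjusted p = 8.58e-05 from limma) and rose in male roots at that time (2.36, standard error 0.49, adjusted p = 0.00038). The basic transcription factor 3 genes had a higher response in females at 12 h for 3 of 4, that is, they fell less. Over the 104 genes of the common list, the response differed between sexes for 35 at 6 h (22 higher in females), 67 at 12 h (23 higher), and 45 at 24 h (22 higher). Of all tested genes, 47.3%, 48.5%, and 36.5% passed the same test, so the share of the list at 6 h lay below that of all genes. Adjusted over the list alone, 22 were higher and 13 lower at 6 h, 23 and 45 at 12 h, and 22 and 23 at 24 h, which is not independent evidence, since the study chose the list on these samples. Scaling by the median ratio moved the median gene of the interaction from 0.25 to 0.06 at 6 h, from -0.13 to -0.57 at 12 h, and from -0.02 to -0.21 at 24 h. Genes well above the pseudocount could move more, such as *NHX* gene CL7345 at 12 h, from 0.70 to -0.24. A fit on the compared groups alone called 23 list genes at 6 h. With each group except male 6 h counted as 1 sample, chosen after the data were seen, limma called 0 at each time (4, 3, and 3 at an unadjusted p under 0.05).

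**Figure D2:**
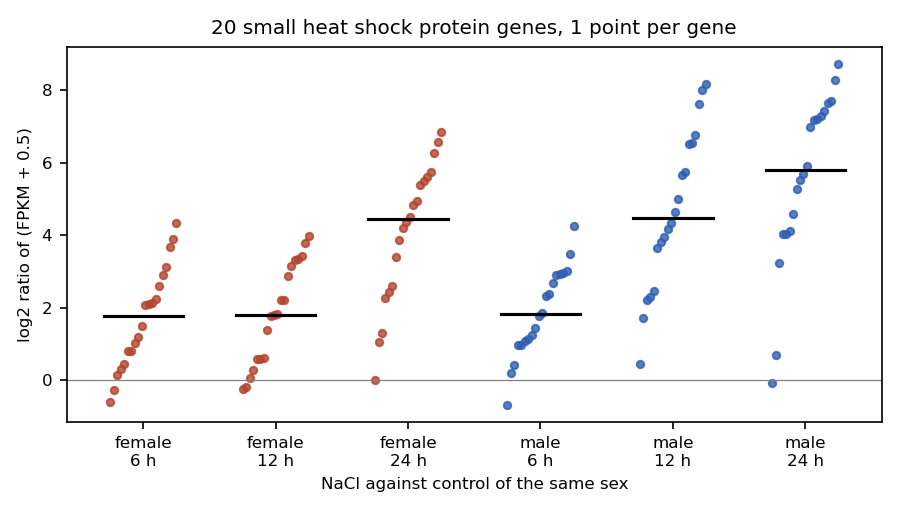
Log2 ratio of (FPKM + 0.5) of NaCl against control roots of the same sex for the 20 small heat shock protein genes, 1 point per gene (mean of 3 libraries against 3), with time and sex on the horizontal axis and a bar at the median. The median is 4.44 in female roots at 24 h, and 4.49 and 5.80 in male roots at 12 and 24 h.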

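The 5 *NHX* genes, which encode sodium/hydrogen antiporters, differed between female and male libraries in both directions. By the sum of contigs, 4 genes differed in control roots and each of the 5 at 1 or more times under NaCl. In control roots, male libraries had the higher FPKM for CL7345 (63.1 ± 1.28 against 16.9 ± 0.756 in females, SD, n = 3), CL3276 (20.5 ± 0.690 against 8.23 ± 0.618) and Unigene43275 (1.43 ± 0.0755, against listed at 0 in each female library). CL9910 was higher in female control roots (65.8 ± 1.09 against 31.0 ± 0.929). Under NaCl, Unigene43275 was higher in female roots at 6 h (2.52 ± 0.438 against 1.19 ± 1.1) and lower at 12 h (0.0900 ± 0.0520 against 3.09 ± 0.496). CL7345 was lower in female roots at 12 h (7.56 ± 0.349 against 17.7 ± 1.43), and CL3276 was lower at 24 h (13.0 ± 1.15 against 31.8 ± 2.14). CL2217 was higher in female roots at 12 h (27.3 ± 1.06 against 11.2 ± 0.844), as was CL9910 (42.0 ± 0.920 against 20.4 ± 0.729). These were the differences past the DEG threshold by limma, which called 1 gene higher and 0 lower in females at 6 h, 2 higher and 2 lower at 12 h, and 0 higher and 1 lower at 24 h. At 24 h, CL7345, CL2217, and CL9910 had log2 differences of 0.57, 0.54, and 0.56 towards females, under the threshold of 1. Each difference at 12 and 24 h except Unigene43275 at 24 h had the smallest p that 3 libraries against 3 allow (exact two-sided permutation test, p = 0.1). At 6 h, CL3276 alone had that p. By the same test at 6 h, p was 0.2 for Unigene43275, 0.7 for CL7345, 0.8 for CL2217, and 0.9 for CL9910. Without male 6 h replicate 3, the difference of Unigene43275 at 6 h was 0.41 in place of 1.13 on the log2 scale. It was not called either with a pseudocount of 0.1 or 1 or without female 6 h replicate 1 or 2, and CL9910 at 12 h was not without male 12 h replicate 1. By the most abundant contig alone, the log2 difference of CL2217 was -0.26 in place of 1.25 at 12 h, and no longer past the threshold. It was lower in females at 24 h (-1.37 in place of 0.54) and in the control (-2.29). By that contig, CL3276 was lower at 12 h (-1.46) and CL7345 higher at 24 h (1.34), whereas CL7345 at 12 h (-0.41), CL3276 at 24 h (-0.81), and CL9910 in the control (0.91) were under the threshold. With libraries scaled by their median ratio, CL2217 (0.64) and CL9910 (0.40) at 12 h and CL3276 in the control (-0.94) were under it.

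**Figure D3:**
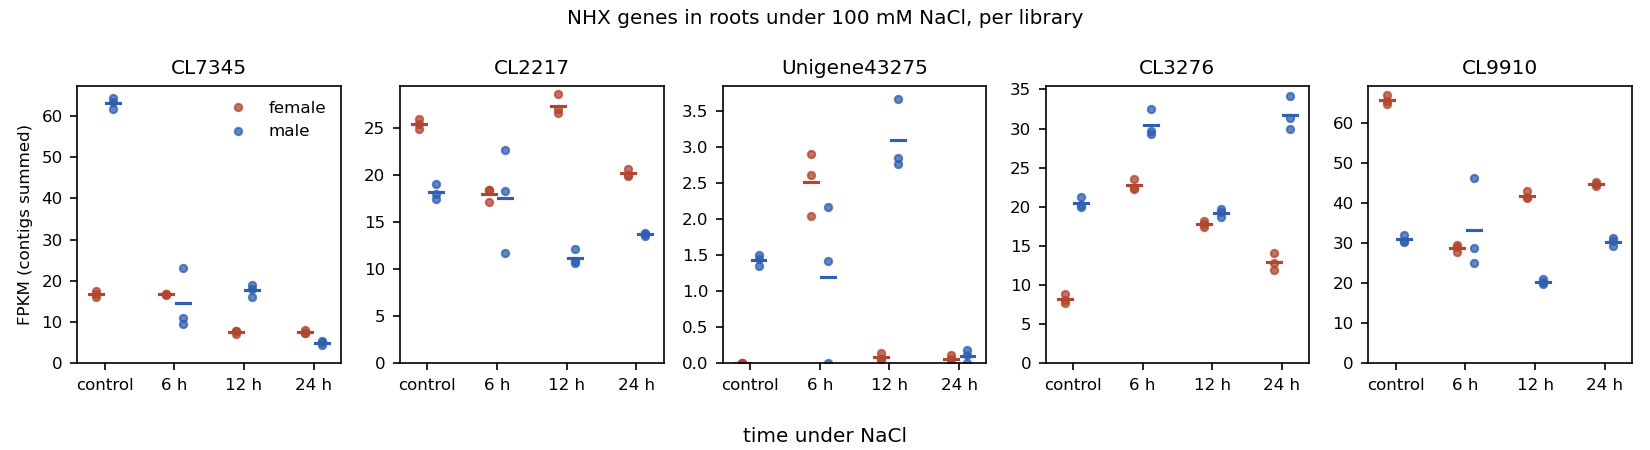
FPKM (contigs of a cluster summed) of the 5 *NHX* genes against time under 100 mM NaCl, 1 point per library and a bar at the mean of 3, in female and male roots. Male control roots lie above female control roots for CL7345, CL3276, and Unigene43275, and female roots lie above male roots at 12 h for CL2217 and CL9910.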

Notably, 5 *NHX* genes (U43275, CL3276, CL2217, CL7345, CL9910) were identified among the common DEGs, four of which (U43275, CL3276, CL2217, CL7345) exhibited higher expression levels in female roots than in male roots under salinity stress (Figure 6D). Sequence alignment showed that the five *NHX* genes were highly homologous to *PtNHX2*, *PtNHX3*, *PtNHX5*, *PtNHX6*, and *PtNHX7/PtSOS1* of *P. trichocarpa* (Figure 7A). 

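In the RNA-seq data, CL3276, an *NHX1*-type antiporter gene, rose in female roots by a log2 ratio of 1.41 at 6 h (standard error 0.09, adjusted p = 8.38e-11 from limma) and 1.07 at 12 h (adjusted p = 1.16e-08), each from 3 libraries against 3. Unigene43275 was listed at 0 in each female control library, so its female ratios depend on the pseudocount. It rose at 6 h in female roots by 2.58 (standard error 0.38, adjusted p = 6.4e-06 from limma) and fell in male roots at 24 h by 1.69 on the log2 scale (adjusted p = 0.000849). CL7345, an *NHX7*-type gene, fell in male roots by 2.18, 1.80, and 3.54 on the log2 scale at 6, 12, and 24 h (standard error 0.20), and in female roots by 1.11 and 1.09 at 12 and 24 h. The standard error is pooled over the 8 groups, and the male 6 h libraries spread more (14.6 ± 7.39 FPKM, SD, n = 3). CL9910 fell in female roots at 6 h by 1.18 on the log2 scale (standard error 0.14, adjusted p = 4.34e-07 from limma). CL2217 passed the threshold at no time in either sex, with log2 ratios from -0.67 to 0.10. By the sum of contigs, *SlActin* (CL19537), the internal reference gene of the qPCR, was not constant in the RNA-seq data. Its contigs went both ways. In female roots at 6 h, contig 17 fell from 94.4 to 23.7 FPKM and contig 7 rose from 1.78 to 20.3 FPKM. In male roots at 12 h, the log2 ratio was 0.34 by the sum and -2.58 by the most abundant contig. Which contigs the qPCR primers amplify was not determined, so a change of the qPCR reference is not shown. The sum of the 41 contigs of *SlActin* fell in female roots from 361 ± 22.0 FPKM to 141 ± 2.02 at 6 h, 56.0 ± 1.32 at 12 h and 16.0 ± 0.436 at 24 h (SD, n = 3). In male roots it was 46.4 ± 12.8 FPKM in the control, 41.7 ± 39.8 at 6 h, 57.4 ± 1.67 at 12 h, and 10.1 ± 0.296 at 24 h, where it fell by 2.12 on the log2 scale (standard error 0.37, adjusted p = 6.73e-05 from limma). Relative to *SlActin* in the same library, the log2 ratios at 24 h in female roots were 3.36 for CL7345, 4.12 for CL2217 and 3.90 for CL9910, in place of -1.09, -0.33, and -0.55. With libraries scaled by their median ratio, the values of CL2217, CL3276, and CL9910 in male roots at 12 h turned to 0.36, 0.96, and 0.46. Those of CL7345 fell under the threshold in female roots at 12 h (-0.99) and 24 h (-0.72) and in male roots at 12 h (-0.75). By the contig of Supplementary Table S3, chosen after the data were seen, CL7345 was under it at the same points (-0.97, -0.68, and -0.26), and CL3276 was in female roots at 12 h (0.82).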

The qPCR results were generally in consistent with the RNA-seq data (Figures 7B–F).

**FIGURE 6:**
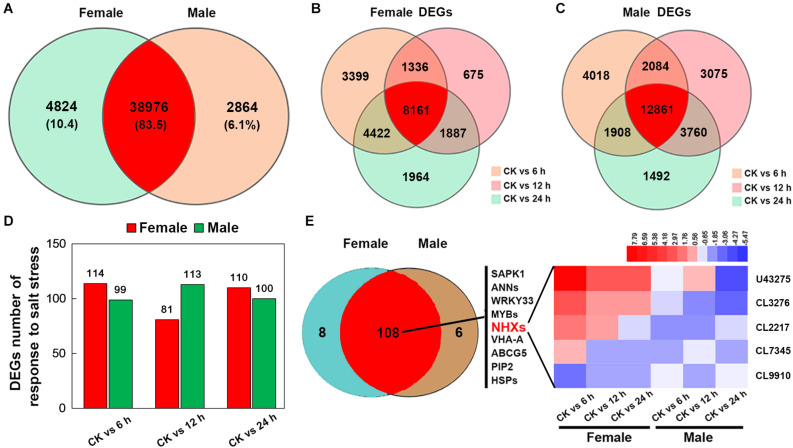
RNA-seq and analysis of salt-responsive genes in the roots of female and male plants of *S. linearistipularis*. **(A)** Venn diagrams of the total mapped genes expressed in the roots of female and male plants under control and salinity stress (100 mM NaCl). **(B)** Venn diagrams of DEGs identified in the roots of female and male plants under salinity stress for 6, 12, and 24 h. We used a false discovery rate ≤ 0.01 and the absolute value of log2Ratio ≥ 1 as the threshold to judge the significance of the differences in gene expression. **(C)** Number of DEGs in response to salt stress in the roots of female and male plants. **(D)** Venn diagrams of genes responding to salt stress in the roots of male and female plants and expression profile of key salt-responsive genes (sodium/hydrogen antiporter, NHX). Red rectangles represent the up-regulation of genes, while blue rectangles represent down-regulation. CK, control.

**TABLE 2:** Gene ontology (GO) enrichment analysis for the salt-responsive DEGs between females and males.

**Go term**	**Description**	**DEGs number**						**Rich ratio**					
		**Female**			**Male**			**Female**			**Male**		
		**6 h/ck**	**12 h/ck**	**24 h/ck**	**6 h/ck**	**12 h/ck**	**24 h/ck**	**6 h/ck**	**12 h/ck**	**24 h/ck**	**6 h/ck**	**12 h/ck**	**24 h/ck**
GO:0009651	Response to salt stress	252	162	211	229	251	248	0.59	0.38	0.49	0.54	0.59	0.58
GO:0009414	Response to water deprivation	200	130	155	181	172	200	0.71	0.46	0.55	0.64	0.61	0.71
GO:0006970	Response to osmotic stress	25	8	16	28	36	41	0.33	0.10	0.21	0.37	0.48	0.55
GO:0006979	Response to oxidative stress	539	317	440	435	517	485	0.61	0.35	0.49	0.49	0.58	0.54
GO:0000302	Response to reactive oxygen species	126	59	113	125	156	142	0.61	0.28	0.55	0.61	0.76	0.69
GO:0009737	Response to abscisic acid	87	39	67	61	101	95	0.51	0.23	0.39	0.36	0.59	0.56
GO:0009415	Response to water	39	13	22	26	32	24	0.76	0.25	0.43	0.50	0.62	0.47
GO:1901001	Negative regulation of response to salt stress	8	4	6	11	7	9	0.5	0.25	0.37	0.68	0.43	0.56
GO:1901002	Positive regulation of response to salt stress	12	8	12	12	10	7	0.70	0.47	0.70	0.70	0.58	0.41
GO:1902074	Response to salt	5	6	9	7	9	8	0.45	0.54	0.81	0.63	0.81	0.72
GO:0071472	Cellular response to salt stress	19	6	19	18	26	21	0.47	0.15	0.47	0.45	0.65	0.52
GO:0042631	Cellular response to water deprivation	8	1	1	7	3	6	1	0.12	0.12	0.87	0.37	0.75

**FIGURE 7:**
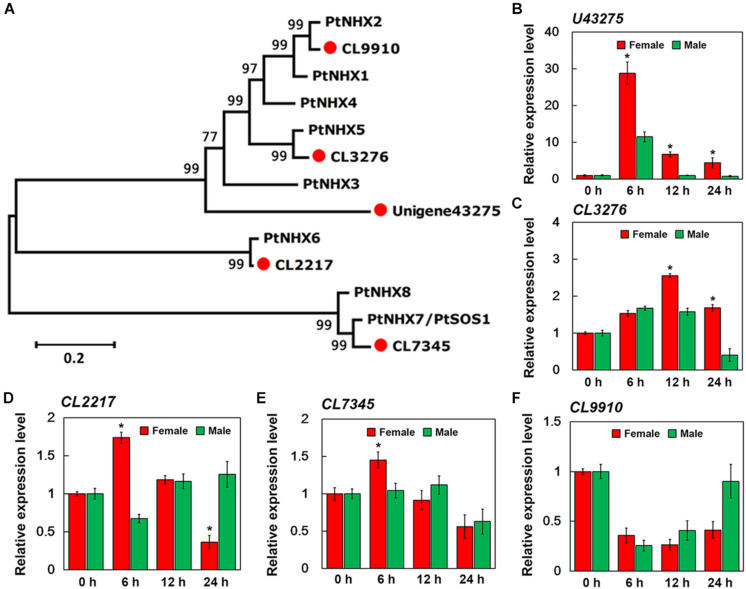
qPCR verification of expression of five sodium hydrogen antiporter (*NHX*) genes in the roots of female and male plants of *S. linearistipularis*. **(A)** Phylogenetic trees of *S. linearistipularis* NHX proteins with *P. trichocarpa* NHX family. **(B–F)** Expression of five *NHX* genes in female and male roots under salinity stress for 6, 12, and 24 h. Error bars indicate *SE* (*n* = 3). Asterisks indicate significant differences between female and male plants (^∗^*P* < 0.05; Student’s *t*-test).

## Discussion

### Sexual Difference in Physiological Response to Salinity Stress

Salinity stress can cause ion toxicity and osmotic imbalances, leading to secondary oxidative stress in plants (Chaves et al., 2009). Thus, salt exclusion or reducing salt uptake, preventing oxidative damage are the key defense mechanisms for plant adaptation to salinity (Chaves et al., 2009). In our study, salinity treatment increased the H_2_O_2_ content and activated the activities of antioxidant enzymes, SOD and POD, in female and male leaves. However, the female leaves showed higher SOD and POD activity and lower H_2_O_2_ content than the male leaves under salinity stress (Figure 2). The results showed that the antioxidant response of female and male leaves was different, and the antioxidant capacity of female leaves was stronger than that of male leaves under salinity stress. Stress can cause the decrease in *F*_*v*_/*F*_*m*_, which can reflect the degree of PSII damage, and then be used as an indicator of the ability of plants to tolerate environmental stress (Maxwell and Johnson, 2000). Under salinity stress, *F*_*v*_/*F*_*m*_ in female leaves decreased more slowly than that in male leaves (Figure 3E). This result suggests that the damage of salinity to PSII in female leaves was weaker than that in male leaves.

### Sexual Difference in Na^+^ Accumulation

Long-term exposure of plants to salinity stress results in Na^+^ accumulation in leaves, leading to toxic symptoms (Munns and Tester, 2008; Rahnama et al., 2010). The Na^+^ content in both female and male leaves significantly increased when exposed to salinity stress (Figure 4). However, under the untreated control conditions, there was no difference in Na^+^ content between female and male leaves. The Na^+^ accumulation in leaves is closely related to the Na^+^ uptake rates by roots and the rate of Na^+^ transport to shoots (Shi et al., 2002). NMT monitoring showed that the female roots had higher Na^+^ efflux rate than that of the male roots under salinity stress (Figures 5B,C). These results showed that the Na^+^ accumulation in leaves and Na^+^ efflux rate in roots were different in female and male plants, and less Na^+^ accumulation in female leaves than male leaves may be related to higher Na^+^ efflux rate in its roots under salinity stress.

### Sexual Difference in Transcriptional Response to Salinity Stress

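Of the rows tested, 2753 rose and 3475 fell in all 6 comparisons of NaCl with control roots (3 times in each sex). Most of these, 2698 and 3456, have no name in the tables used here. CL11764.Contig1 had the highest mean log2 ratio over the 6 comparisons (7.83), and rose from 1.90 ± 2.36 FPKM to 272 ± 17.7 in female roots at 12 h and from listed at 0 in all 3 control libraries to 332 ± 8.64 FPKM in male roots (SD, n = 3). Unigene6408, with a mean of 7.56, rose more at 12 h in both sexes, from 0.600 ± 0.128 to 225 ± 1.06 FPKM in female roots and from 0.340 ± 0.311 to 880.8 ± 23.2 FPKM in male roots at 12 h. Unigene48459 fell from 222 ± 14.8 to 1.25 ± 0.194 FPKM in female roots and from 36.1 ± 0.740 to 0.107 ± 0.00577 FPKM in male roots at 12 h. CL3350.Contig3 fell from 178 ± 5.43 to 2.39 ± 0.195 FPKM in male roots at 12 h, and from 4.98 ± 0.442 FPKM to listed at 0 in female roots. By limma, the adjusted p of these 4 rows was at most 0.00917 in each comparison. With contigs summed per gene, 1433 genes rose and 2621 fell in all 6 comparisons.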

Transcriptional analysis showed that salinity induced the differential expression of a large number of genes in female and male roots (Figure 6B). At different time points after salt treatment, the number of salt response-related DEGs in female and male plants was different (Figure 6C). However, most of these salt response-related DEGs are common to both sexes, including *SAPK1*, *WRKY33*, *VHA-A*, *ABCG5*, and *PIP2* genes, and many members from the *ANN*, *MYB*, *NHX*, and *HSP* gene families (Figure 6D). These genes are reported to be involved in plant salt stress responses (Jiang and Deyholos, 2009; Matsuda et al., 2014; Zhu et al., 2015; Lv et al., 2017; Lou et al., 2018; Li et al., 2019). 

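*SAPK1* (CL1315), a kinase gene of osmotic stress signalling, rose in female roots at 6 h from 6.31 ± 0.512 to 32.2 ± 2.28 FPKM and fell in male roots at 24 h from 16.4 ± 1.20 to 2.79 ± 0.396 FPKM (SD, n = 3). The *PIP2* aquaporin gene (Unigene7100) rose in female roots at 6 h from 1.58 ± 0.360 to 65.0 ± 1.33 FPKM and in male roots at 12 h from 7.55 ± 0.515 to 16.4 ± 0.881 FPKM, and was at 2.99 ± 0.488 FPKM in male roots at 24 h. *VHA-A* (Unigene57331), a proton pump subunit gene whose nearest match is from a green alga, fell in both sexes at each time, from 2.71 ± 0.0586 FPKM in female and 1.51 ± 0.909 FPKM in male control roots to listed at 0 in all libraries of both sexes at 24 h. The ABC transporter gene CL4278, matched to ABCG15 in Supplementary Table S3, rose in male roots at 12 h from 0.583 ± 0.0153 to 2.95 ± 0.0656 FPKM, and passed the threshold at no time in female roots. Of 10 annexin genes, 1 rose and 4 fell in female roots and 1 rose and 5 fell in male roots at 24 h, such as CL12752, which fell in male roots from 52.9 ± 0.805 to 5.63 ± 0.288 FPKM. With libraries scaled by their median ratio, the log2 ratio of Unigene7100 in male roots at 24 h was -0.32 in place of -1.21, under the threshold, and the median annexin ratio at 24 h was -0.505 in place of -0.855 in females and -0.361 in place of -1.22 in males. At 12 h it was 0.889 in place of -0.141 in males. With a pseudocount of 0.1, CL4278 passed the threshold in female roots at 6 h, with a log2 ratio of -2.13, and at 24 h, with -2.84. By limma, the adjusted p was 4.05e-11 for CL1315 in female roots at 6 h, 4.25e-11 in male roots at 24 h, 2.44e-13 for Unigene7100 in female roots at 6 h, and 0.00755 for CL4278 in male roots at 12 h.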

Under salt stress, Na^+^ transport was directly regulated by the NHX family at endomembranes (Bassil and Blumwald, 2014). Genome analysis of multiple species has shown that the NHX family consists of about 5 to 9 members (Bassil and Blumwald, 2014). In *P. trichocarpa*, the NHX family consists of 8 members (Tian et al., 2017). Five *NHX* genes were identified from the transcriptome of *S. linearistipularis* roots by sequence alignment, and all of them appeared in common salt response-related DEGs of both sexes (Figure 6D). 

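By the sum of contigs, CL7345 and Unigene43275 were DEGs in roots of both sexes, and CL3276 and CL9910 passed the threshold in female roots and not in male roots. CL2217 was a DEG in neither sex. CL7345 was called at 12 and 24 h in females and at 6, 12, and 24 h in males, but at no time in females (-0.99 and -0.72 at 12 and 24 h) with libraries scaled by their median ratio. Unigene43275 was called at 6 h in females and at 24 h in males, in opposite directions. In male roots at 24 h, CL3276 had a log2 ratio of 0.62 (standard error 0.09, adjusted p = 1.2e-05 from limma), under the threshold of 1 for a DEG, and 1.59 with libraries scaled by their median ratio. By the most abundant contig alone, CL3276 fell in male roots at 24 h (log2 ratio -2.04, standard error 0.33, adjusted p = 3.14e-05 from limma), and CL2217 rose in female roots at 6 h (2.10, standard error 0.25, adjusted p = 2.97e-07).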

By phylogenetic analysis, the five *SlNHXs* were homologous to *PtNHX2*, *PtNHX3*, *PtNHX5*, *PtNHX6*, and *PtNHX7/PtSOS1*, respectively (Figure 7A). RNA-seq and qPCR experiments showed that the salt-induced expression of four *NHX* genes in female roots was higher than that in male roots (Figures 7B–F). Thus, we speculated that the sexual difference of Na^+^ efflux between female and male roots may be closely related to the differential expression of *NHXs* in both sexes under salinity stress. These results suggest that the salinity tolerance mechanisms in female and male plants are the same, but the sexual differences in salinity tolerance between them may be caused by the differential expression of these salt-responsive DEGs, such as *NHXs*. However, the reasons for the differential expression of these salt-responsive DEGs in both sexes are unclear and need to be further investigated. 

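The NaCl response, as the change from the control of the same sex, was higher in female than in male roots for CL7345 at 6 and 24 h, for Unigene43275 at 6 and 24 h, and for CL3276 at 12 h. Under NaCl itself, only Unigene43275 at 6 h was called higher in females by limma, with p = 0.2 by the exact two-sided permutation test. At the other points the log2 level differences were 0.30 and 0.57 (CL7345), -0.10 (Unigene43275), and -0.11 (CL3276), under the threshold. The female control was lower for all 3 genes (-1.87, -1.95, and -1.265). From its control of 0, Unigene43275 could not fall in females, whereas it fell in males at 24 h (-1.69). For CL7345, the difference of log2 ratios was 2.17 at 6 h (standard error 0.28, adjusted p = 2.55e-06 from limma's test of the interaction) and 2.44 at 24 h (adjusted p = 8.09e-07), where it fell in roots of both sexes, and more in males. Unigene43275 was listed at 0 in female control roots, so its values depend on the pseudocount. For this gene, the difference was 3.08 at 6 h (standard error 0.54, adjusted p = 8.12e-05 from limma) and 1.85 at 24 h (adjusted p = 0.0091). For CL3276, it was 1.16 at 12 h (standard error 0.13, adjusted p = 5.71e-07 from limma). CL9910 had a lower response in females at 6 h (-1.23, standard error 0.20, adjusted p = 3.41e-05 from limma). The standard errors at 6 h come from a spread pooled over the 8 groups. Male 6 h libraries spread more, with 14.6 ± 7.39 FPKM (SD, n = 3) for CL7345 and 33.4 ± 11.3 FPKM for CL9910. The standard errors and p-values at 6 h thus understate the spread of that group. CL2217 passed the threshold at no time, with differences of -0.39, 0.78, and 0.07 at 6, 12, and 24 h. The number of the 5 genes with a higher response in females was thus 2 at 6 h, 1 at 12 h, and 2 at 24 h. It was the same when adjusted over the list alone, which is not independent evidence, since the study chose these genes on these samples. By the most abundant contig of each cluster it was 4 at 6 h and 3 at 12 h, and with libraries scaled by their median ratio it was 0 at 12 h. With each group except male 6 h counted as 1 sample, chosen after the data were seen, it was 0 at each time by limma (0 also at an unadjusted p under 0.05). Without male 6 h replicate 3, the difference of CL9910 at 6 h was -0.98 and no longer past the threshold. From the salt-induced expression of *NHX* genes by RNA-seq and qPCR, the paper speculates that the sexual difference of Na+ efflux from roots may be related to *NHX* expression. The qPCR was not repeated here.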

Of course, we cannot completely rule out the regulatory roles of female and male specific DEGs in the sexual difference of salinity tolerance.

In *P. cathayana*, previous studies have shown that salinity tolerance in females was weaker than that in males (Chen F. et al., 2010). The result is different from our observation, suggesting that the salinity tolerance mechanism of females and males in *P. cathayana* and *S. linearistipularis* is different. This difference may be related to species characteristics and habitats. The leaf morphology of *P. cathayana* was significantly different between females and males, but there was no difference in the leaf morphology between females and males in *S. linearistipularis*. In addition, the habitats of *P. cathayana* and *S. linearistipularis* are different. Saline-alkali habitat may have led to the evolution of a salinity tolerance mechanism in *S. linearistipularis*, which is different from that in *P. cathayana*. This observation needs to be verified in more species from the genus *Salix*. Recent studies have shown that *S. paraplesia* females are more drought tolerant and better self-protective ability than males from high altitude (Liao et al., 2019).

## Conclusion

We identified differences in salinity tolerance between female and male plants of *S. linearistipularis* by comparing the physiological traits and transcriptional profiling. In female roots, the differential expression of salt-response genes, especially *NHX*s, may cause stronger Na^+^ efflux, which further leads to less Na^+^ accumulation in leaves than in male roots. Lower Na^+^ accumulation in female leaves may be associated with higher antioxidant enzyme activity and lower H_2_O_2_ levels. It is inferred from the above results that female plants have stronger salinity tolerance than male plants. Therefore, in the afforestation process of *S. linearistipularis* for greening and ecological restoration of saline-alkali soil in the future, different salinity tolerance characteristics of female and male plants should be considered.

## Data Availability Statement

The datasets generated for this study can be found in the NCBI Gene Expression Omnibus (GEO), GSE138551.

## Author Contributions

SF, AZ, YB, and SL designed the experiments. SF, AZ, HS, HM, and XZ performed the experiments. SF, SM, KQ, and YB analyzed the data. SF and AZ wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

Supplementary Figure 1 Principal component analysis (PCA) based on gene expression from 24 sequenced samples.

Supplementary Figure 2 Scatterplot of GO pathways enriched for differentially expressed genes (DEGs) in the roots of female and male plants of *S. linearistipularis*. The rich factor is the ratio of the number of annotated DEGs in a given pathway term to the number of all genes annotated in the pathway term. The *Q* value is the corrected *P*-value and ranges from 0 to 1. The size of the circles indicates the number of genes. The top 20 enriched pathway terms in the KEGG database are listed. The red arrow indicates the significantly enriched response to the salt stress pathway.

Supplementary Figure 3 Expression profiles of 108 salt-responsive DEGs in female and male roots under salt stress. The bar represents the scale of the expression levels of each DEGs (log_2_ RPKM) in the heat map. The red rectangles represent the up-regulation of DEGs, and blue rectangles represent down-regulation. All information for each DEGs can be found in Supplementary Table S3.

How the deposited data were processed for this re-analysis (not part of the article)

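Total RNA of roots of *S. linearistipularis* was sequenced by the authors in 24 libraries, 3 for each of 8 groups: female and male cuttings in control solution or after 6, 12, and 24 h of 100 mM NaCl. The authors assembled the reads with Trinity, grouped contigs into clusters, and deposited 1 table of FPKM per contig or single unigene. The methods name RPKM, the table FPKM. The aligner, the quantifier, and the software of the authors' test are not given in the sources used here. The sample of each column was taken from its label, and no library was left out of the tests.

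The 253209 rows were used as deposited, with no further scaling. Rows with at least 1 FPKM in at least 3 libraries were tested (181249), after log2 transformation with a pseudocount of 0.5, with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with trend) in 1 model with a mean for each of the 8 groups. P-values were adjusted by the method of Benjamini and Hochberg within a comparison, and DEGs had an adjusted p of at most 0.05 and an absolute log2 ratio of at least 1. The comparisons were each NaCl group with the control of its sex, the difference of these responses between sexes (female minus male), and female with male roots at each time and in the control. For named genes and gene lists, the FPKM of contigs of 1 cluster were summed (139844 genes, of which 95202 were tested). Single levels of *NHX* genes were compared with an exact two-sided permutation test, whose smallest p with 3 libraries against 3 is 0.1. Tables were read with data.table 1.17.8, and other calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9.

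The gene lists were those of Supplementary Tables S2 and S3, with families by their Swiss-Prot names, and the nearest protein match of each gene as these tables give it. Genes were named by a rule set before the data were examined, although the values of these tables had been seen by then: the 5 *NHX* genes, *SlActin* and the genes the paper names, the members of each family with the largest changes, and 4 rows with no name. CL8420, Unigene20703 in male roots and the contigs of CL3276 were chosen after their values were seen. Read numbers are not in the table, so relative depth was estimated from steps of low FPKM values, which cannot show a large difference in depth. Genes with few reads have the least precise ratios. The tests were tried on simulated data with the same normal noise in every group, taken from the groups other than male 6 h. Only rows well above the pseudocount in female control roots were changed. Of 100 rows changed by 1.5 on the log2 scale in 3 libraries against 3, 96 were recovered, and the interaction for 79. There were 4 false calls among 181249 rows. Recovery was not tried for rows with low FPKM, and the wider spread of male 6 h was not simulated. Alternatives set before the data were examined were other pseudocounts, no filter, scaling by the median of ratios, another FDR threshold, the replicate number as a block, fits on the compared groups, each replicate left out, other features, other detection thresholds, ratios of group means with no pseudocount (a mean of 0 set to 0.01 FPKM), ratios relative to *SlActin*, and Spearman correlation. Others were chosen after the data were seen: each group except male 6 h as 1 sample, the male 6 h libraries left out, the contig of Supplementary Table S3, and 12 and 24 h only. The GO enrichment, the merging of transcripts by annotation, and qPCR were not repeated, since neither an annotation of all rows nor qPCR values were used here.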

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

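In this part, the tests on other splits of the libraries, on the most abundant contig, on exchanged libraries, and on the dispersion index, and the count with 1 sample per group, were chosen after the result was seen.

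The NaCl response differed between sexes for 86532 rows at 6 h, 85690 at 12 h, and 70429 at 24 h by limma's test of the interaction. The splits below exchange libraries that may come from 1 RNA sample per group (dispersion index of at most 1.9), so they bear on chance among libraries and not among plants. They exchange the sex labels among control libraries and among NaCl libraries, and so bear on any difference between sexes, not on the interaction alone. Among 100 splits, in fits on the compared groups alone, the real value was 70539 at 6 h (2 splits as large, highest other 84057). It was 95510 at 12 h (1 split, 69839) and 81178 at 24 h (1 split, 59814). Since control libraries of the sexes differed too, other splits can call rows from that difference. The shares thus cannot decide on chance for the interaction, and which split called 84057 rows was not recorded. In the salt list of 104 measured genes, the response differed for 35 at 6 h, 67 at 12 h, and 45 at 24 h. Among all tested genes the shares were 47.3%, 48.5%, and 36.5%. In the fits of the splits, the real value was 23 at 6 h (5 of 100 splits as large, 31 in the highest other). It was 68 at 12 h (1 split, 63) and 55 at 24 h (1 split, 33). For the same reason, these shares cannot decide on chance either.

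CL7345 had a higher response in female roots by 2.17 at 6 h and 2.44 at 24 h on the log2 scale, Unigene43275 by 3.08 at 6 h and 1.85 at 24 h (listed at 0 in female control roots, so that these values depend on the pseudocount), and CL3276 by 1.16 at 12 h, whereas CL9910 had a difference of -1.23 at 6 h. Of the higher responses, only that of Unigene43275 at 6 h came with a called higher level in female roots under NaCl. By the exact two-sided permutation test, that level difference had p = 0.2. For the number of *NHX* genes with a higher response in female roots, the same splits cannot decide on chance, which is not excluded. The real value was 2 at 6 h (11 of 100 splits as large, highest other 3), 1 at 12 h (17 splits, 2), and 2 at 24 h (13 splits, 3). Of the small heat shock protein genes, 16 had a lower response in female roots at 12 h, as had 2 WRKY33 genes.

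In control roots, for which the paper reports no DEGs between sexes, 75008 rows differed between female and male libraries. Sex and individual cannot be told apart there, or in the differences of response, if each sex came from 1 plant. Of rows with no name, 2698 rose and 3456 fell in all 6 comparisons with NaCl, and the paper does not report on them.

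For comparisons of 3 libraries with 3, the 10 splits are too few for a share under 0.05. The real number of DEGs and the highest other were 90479 and 0 in female roots at 6 h, 34815 and 20 at 12 h, 52114 and 15 at 24 h, 13500 and 0 in male roots at 6 h, 93221 and 9 at 12 h, 81680 and 7 at 24 h, and 75582 and 0 between sexes in control roots, with 1 split (the real one) as large. In the salt list they were 66, 41, and 69 in females and 17, 77, and 73 in males, and in the reactive oxygen species list 33, 16, and 32 in females and 5, 48, and 45 in males, against 0 in the highest other. For common DEGs, the splits exchanged all libraries of a sex among its control and NaCl groups. The real value was 21067 in females (1 of 100 splits as large, highest other 15627) and 28722 in males (1 split, 25374). Such splits mix groups that differ, so they bear on any difference between groups. They cannot decide whether DEGs are common to the times beyond chance. The study chose the salt list as DEGs of both sexes on these samples. The splits thus decide nothing for the genes of the salt list called in both sexes (80, 1 split, 0). With 1 sample per group, 5604 and 914 common DEGs and 1 such gene were called.

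Within a sex, the most abundant contig of a cluster differed between female control and female 6 h in 56.4% of clusters, above the lowest value between sexes (50.7%). Libraries of 1 group (other than male 6 h) differed in a mean of at most 13.1%. Random assignment of reads shared between near-identical contigs, varying from library to library, is thus excluded as the whole cause. Libraries of a group may come from 1 RNA sample, so the 13.1% sets no limit on how shared reads were assigned between different samples. That the groups came from plants with different genotypes is a candidate explanation, in line with the 56.4%. A response to NaCl cannot be told apart from it, since each time has its own libraries, and 60.0% of clusters differed between male control and 24 h. Among female groups, control against 12 h (21.9%), control against 24 h (24.3%), and 12 against 24 h (17.9%) differed far less than any of them from 6 h, although 12 and 24 h were NaCl-treated too, and a response that had passed by 12 h stays open.

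The 3 male 6 h libraries differed from each other in the most abundant contig of 53.6% of clusters. Libraries of each other treated group differed in a mean of at most 13.1%. A response to 6 h of NaCl that varies between plants cannot be told apart from other causes by this, since the 13.1% may be technical noise alone and sets no limit for separate plants. Plants with different genotypes may account for it: of 311 single unigenes at 0 in male control and at 5 FPKM or more at 24 h, 86.2% reached 1 FPKM in replicate 2, against 16.7% in replicate 1 and 33.4% in replicate 3. In the most abundant contig, replicate 1 differed from male control in a mean of 27.7% of clusters (replicates 2 and 3 in 53.3% and 51.4%). Replicate 2 differed from male 24 h in 29.6% (replicates 1 and 3 in 57.6% and 54.0%). Libraries of this 1 treatment thus did not share their most abundant contigs. An exchange with other libraries of the series is excluded, since it needs a partner out of place and all 21 libraries of the other groups were nearest to their own group. A wrong label or a sample from outside the series needs no partner and stays open, and the labels do not say which plant each library came from.

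The 3 libraries of the 7 other groups differed by little more than sampling noise, with a dispersion index of at most 1.9, against 7.42 in male 6 h. That the 3 libraries of a group were made from 1 RNA sample is a candidate explanation, in line with these values. Separate cuttings of 1 clone that vary little cannot be told apart from it, since the lowest index, 1.36, leaves both open. With each group counted as 1 sample and the spread taken from the male 6 h libraries, 1407 DEGs were called in male roots at 24 h.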

How the results depend on the processing

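The alternatives that count each group as 1 sample, leave out the male 6 h libraries, use the contig of Supplementary Table S3 or take 12 and 24 h only were chosen after the data were seen, and the others before the data were examined. No count changed by over 1.5 times with a pseudocount of 0.1 or 1, no filter, an adjusted p of 0.01, the replicate number as a block, the male 6 h libraries left out, or any 1 replicate left out. The replicate numbers do not pair the libraries, since deviations of libraries with the same number in different groups had a mean r of -5.7e-05 over 84 pairs, and with the block 31 counts stayed within 1.5 times and no call changed among 168 ratios. Of 168 ratios of named genes, direction and call were the same for 164 with a pseudocount of 0.1, 165 with 1, 135 with the median of ratios, and 130 by the highest contig. With the male 6 h libraries left out, 137 of 138 were the same, and CL4278 was called in female roots at 24 h (-1.17). As log2 ratios of group means with no pseudocount but a mean of 0 set to 0.01 FPKM, which have no test, 116 of 168 moved by less than the replicate SD, and the 52 others were all farther from 0. The value of 0.01 sets the ratios of Unigene43275 in females, and so the opposite sign of its response difference at 12 h (2.06). Depth limits genes with low FPKM most, such as Unigene43275. The causes of the changes below were not tested, except that fewer samples or fewer features follow from the construction of some alternatives.

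With each group except male 6 h counted as 1 sample, which leaves few samples and takes the spread from the 3 male 6 h libraries alone, limma called 15128, 7656, and 8302 DEGs in female and 1135, 4418, and 1407 in male roots at 6, 12, and 24 h, 5604 and 914 common ones, 12666, 10258, and 7677 differences between responses and 10122 between control roots. Of the salt list it called 1, 1, and 2 in females, 0, 1, and 0 in males, 1 in both sexes and 0 differences of response at each time, of the reactive oxygen species list 1, 0, and 0 in females and 0, 1, and 0 in males, and 0 *NHX* genes. Of 168 ratios of named genes, 113 lost the call and 55 did not change, although every ratio had the same value. The male 6 h libraries, which set the spread, differed far more than the others (dispersion index 7.42 against at most 1.9), so these counts are not a best estimate.

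A fit on the compared groups only called 13500 DEGs in male roots at 6 h, 10908 common ones in males, 17 salt list and 5 reactive oxygen species genes in male roots at 6 h, and 23 differences of response in the salt list at 6 h. With contigs summed (fewer features), DEGs numbered 48071, 21102, and 30084 in females and 28883, 47501, and 37979 in males, common ones 12518 and 17843, differences of response 44999, 46178, and 34759, and control differences 36270. With 6 h left out of the count, 56272 rows were common to 12 and 24 h in males, which include the 36808 called at all 3 times. Detection gave 48766, 50907, and 99840 (female, male, both) at a group mean of 1 FPKM, 10869 and 113244 (male, both) with contigs summed, and 38674 and 25704 (female, male) when all 3 libraries of a group were required. *NHX* genes with a higher response in females were 4 and 3 at 6 and 12 h by the highest contig, 4 and 2 by the contig of Supplementary Table S3, and 0 at 12 h with the median of ratios.

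Ratios of named genes changed sign as follows. With the median of ratios: CL7345 0.083 (female 6 h), -0.24 (response difference, 12 h), CL1315 0.011 (female 12 h), CL2217 0.058 (female 24 h), 0.31 (male 6 h), 0.36 (male 12 h), 0.57 (male 24 h), -0.14 (response difference, 12 h), -0.51 (response difference, 24 h), CL3276 0.96 (male 12 h), -0.59 (response difference, 24 h), and CL9910 0.46 (male 12 h), 0.94 (male 24 h). By the highest contig: CL2217 2.10 (female 6 h), 0.35 (female 24 h), 3.05 (response difference, 6 h), -0.26 (level difference, 12 h), -1.37 (level difference, 24 h), -2.29 (control difference), CL3639 -3.84 (female 6 h), CL1315 0.050 (female 12 h), CL3276 -0.28 (male 6 h), -2.04 (male 24 h), CL9910 -0.50 (male 6 h), 0.33 (response difference, 12 h), and CL19537 -2.58 (male 12 h). By the contig of Supplementary Table S3: CL7345 0.54 (female 6 h), -0.71 (response difference, 12 h), -0.51 (level difference, 24 h), CL2217 2.10 (female 6 h), 0.35 (female 24 h), 3.05 (response difference, 6 h), -0.26 (level difference, 12 h), -1.37 (level difference, 24 h), -2.29 (control difference), CL1315 0.050 (female 12 h), CL3276 -0.28 (male 6 h), -2.04 (male 24 h), CL9910 -0.50 (male 6 h), 0.33 (response difference, 12 h), CL2909 0.51 (male 12 h), and CL13878 1.60 (male 6 h). Relative to *SlActin*: CL7345 1.34 (female 6 h), 1.57 (female 12 h), 3.36 (female 24 h), -1.87 (level difference, 6 h), -0.076 (level difference, 24 h), CL2217 0.86 (female 6 h), 4.12 (female 24 h), 0.44 (male 6 h), 1.72 (male 24 h), 0.42 (response difference, 6 h), -2.09 (level difference, 6 h), -0.11 (level difference, 24 h), -2.51 (control difference), CL9910 0.17 (female 6 h), 2.03 (female 12 h), 3.90 (female 24 h), 2.09 (male 24 h), 2.96 (response difference, 12 h), 1.81 (response difference, 24 h), -0.090 (level difference, 24 h), -1.91 (control difference), and Unigene43275 0.042 (male 6 h), 0.43 (male 24 h), 2.36 (response difference, 12 h), -1.04 (level difference, 6 h). With a pseudocount of 1: CL3276 -0.013 (response difference, 24 h).

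Without 1 replicate, ratios that changed sign or call ranged as follows: CL1315 (female 12 h) from -0.20 to 0.093, CL13878 (male 6 h) from -1.48 to -0.23, CL19537 (male 6 h) from -1.28 to 0.0027, CL2217 (level difference, 6 h) from -0.17 to 0.28, CL2217 (male 6 h) from -0.30 to 0.16, CL3276 (response difference, 24 h) from -0.060 to 0.062, CL4278 (male 6 h) from -0.032 to 1.76, CL7345 (female 6 h) from -0.037 to 0.025, CL9910 (response difference, 6 h) from -1.41 to -0.98, CL9910 (level difference, 12 h) from 1.00 to 1.05, CL9910 (level difference, 6 h) from -0.33 to 0.097, CL9910 (male 6 h) from -0.20 to 0.23, Unigene43275 (level difference, 24 h) from -0.23 to 0.0028, Unigene43275 (level difference, 6 h) from 0.41 to 1.61, Unigene43275 (male 6 h) from -0.98 to 0.23, and Unigene7100 (male 6 h) from 0.46 to 1.16. Of the 28 changes, 13 came from leaving out a male 6 h replicate.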

Differences from the paper's values

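The contig of Supplementary Table S3, which ended the call of 11 of 168 named ratios, the fit without the male 6 h libraries, and 1 sample per group were chosen as alternatives after seeing the values, and all other alternatives named here were set before the data were examined.

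The paper reports 4,824 unigenes detected in females alone, 2,864 in males alone, and 38,976 in both, after merging transcripts by annotation, against 19660, 16449, and 217100 rows here. None of the alternatives (a group mean of 1 FPKM, contigs summed, all 3 libraries of a group, or 1 replicate left out) came within 1.5 times of the paper's values. The paper gives no detection threshold. For DEGs common to 6, 12, and 24 h, the paper's values are 8,161 in females and 12,861 in males, against 19100 and 36808 rows at the thresholds of the methods. The legend of Figure 6 names an FDR of 0.01 in place of 0.05, at which 16390 and 31057 rows were common. In females, no alternative set before the data were examined came within 1.5 times of the paper's value, whereas counting each group as 1 sample (5604), chosen after seeing the values, did, and it ended the call of 113 of 168 named ratios. In males, a fit on the compared groups only (10908) and contigs summed (17843) did, and the other 18 alternatives set before did not, nor did 1 sample per group (914).

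A log2 ratio was taken to differ from the paper's where the signs differ or the gap is over the replicate SD of the gene by the sum of contigs, given in parentheses, also for ratios of single contigs.

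For CL7345 (SD 0.245), Supplementary Table S3 gives the paper's log2 ratios as 0.61 (female 6 h), -0.83 (female 24 h), -1.10 (male 6 h), -0.29 (male 12 h), -1.63 (male 24 h), against -0.0080, -1.09, -2.18, -1.80, -3.54 here. Values that no longer differ were, at female 6 h, 0.54 by the contig of Supplementary Table S3 (chosen after seeing the values), at female 24 h, -1.05 with pseudocount 1, -0.72 with median of ratios, -1.06 without female control replicate 2, -1.07 without female 24 h replicate 1, -1.07 without female 24 h replicate 3 and -0.68 by the contig of Supplementary Table S3 (chosen after seeing the values), at male 6 h, -1.01 by the contig of Supplementary Table S3 (chosen after seeing the values), at male 12 h, -0.26 by the contig of Supplementary Table S3 (chosen after seeing the values), at male 24 h, -1.42 relative to SlActin and -1.47 by the contig of Supplementary Table S3 (chosen after seeing the values). The other alternatives did not remove these differences.

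For CL2217 (SD 0.174), Supplementary Table S3 gives the paper's log2 ratios as 3.49 (female 6 h), 1.58 (female 12 h), 1.23 (female 24 h), -1.30 (male 12 h), -2.32 (male 24 h), against -0.49, 0.10, -0.33, -0.67, -0.39 here. Values that no longer differ were, at male 12 h, -1.26 by highest contig and -1.26 by the contig of Supplementary Table S3 (chosen after seeing the values). The other alternatives did not remove these differences, and at the other times none did.

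For Unigene43275 (SD 0.476), Supplementary Table S3 gives the paper's log2 ratios as 8.89 (female 6 h), 4.06 (female 12 h), 3.46 (female 24 h), 1.12 (male 6 h), 0.26 (male 12 h), 0.49 (male 24 h), against 2.58, 0.24, 0.16, -0.50, 0.89, -1.69 here. Values that no longer differ were, at male 12 h, 0.55 relative to SlActin, at male 24 h, 0.43 relative to SlActin. The other alternatives did not remove these differences, and at male 6 h none did. It was listed at 0 in all 3 female control libraries, so its female ratios depend on the pseudocount. As ratios of group means with 0 set to 0.01 FPKM they were 7.98, 3.17, 2.59 at 6, 12, and 24 h. These lay below the paper's by 0.92, 0.89, and 0.87, about the same gap each time, which a smaller value in place of 0 would narrow alike. The female differences of this gene are thus left open.

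For CL3276 (SD 0.0767), Supplementary Table S3 gives the paper's log2 ratios as 2.42 (female 6 h), 0.95 (female 12 h), 0.46 (female 24 h), -0.92 (male 6 h), -1.37 (male 12 h), -0.62 (male 24 h), against 1.41, 1.07, 0.62, 0.56, -0.086, 0.62 here. Values that no longer differ were, at female 6 h, 2.37 by highest contig and 2.37 by the contig of Supplementary Table S3 (chosen after seeing the values). The other alternatives did not remove these differences, and at the other times none did. At female 12 h, the 0.82 by the highest contig was nearer to the paper's value than that contig's standard error of 0.33.

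For CL9910 (SD 0.165), Supplementary Table S3 gives the paper's log2 ratios as -1.88 (female 6 h), -1.10 (female 12 h), -1.14 (female 24 h), -0.76 (male 6 h), -1.30 (male 12 h), -2.08 (male 24 h), against -1.18, -0.64, -0.55, 0.058, -0.59, -0.030 here. Values that no longer differ were, at female 6 h, -1.83 by highest contig and -1.83 by the contig of Supplementary Table S3 (chosen after seeing the values), at female 12 h, -1.08 by highest contig and -1.08 by the contig of Supplementary Table S3 (chosen after seeing the values), at female 24 h, -1.12 by highest contig and -1.12 by the contig of Supplementary Table S3 (chosen after seeing the values), at male 12 h, -1.41 by highest contig and -1.41 by the contig of Supplementary Table S3 (chosen after seeing the values). The other alternatives did not remove these differences, and at the other times none did.

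The columns of Supplementary Table S3 were tested against the deposited values (tolerance 0.1 on the log2 scale, means of at least 0.1 FPKM). Of the female rows, 70 of 80 matched the gene they name, and of the male rows 3 of 77, with 52 of the 74 others matching another listed gene. For single unigenes, 32 of 32 female and 0 of 28 male rows matched. The values under CL2217 matched CL3276.Contig2 and those under CL3276 matched CL2217.Contig12, so these rows appear to be interchanged. The male values under CL9910 matched CL2944.Contig30 and those under Unigene43275 matched CL20529.Contig7. Values of CL2217, CL3276, male CL9910, and male Unigene43275 that came within the SD of the paper's were thus set beside rows that matched another gene, and do not show agreement. In Supplementary Table S2, 33 of 37 male and 36 of 41 female rows matched.

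The paper states that 4 of the 5 *NHX* genes (Unigene43275, CL3276, CL2217, and CL7345) had higher expression in female roots under NaCl. By limma and the sum of contigs, Unigene43275 at 6 h and CL2217 at 12 h were higher in females, Unigene43275 and CL7345 at 12 h and CL3276 at 24 h were lower, and CL9910 was higher at 12 h. The exact two-sided permutation test gave p = 0.2 for Unigene43275 at 6 h. By the highest contig, CL7345 was higher at 24 h (1.34), CL2217 at 12 h was not called (-0.26), and CL3276 at 12 h (-1.46) and CL2217 at 24 h (-1.37) were lower in females. From RNA-seq and qPCR together, the paper states that the salt-induced expression of 4 genes was higher in female roots. The qPCR was not repeated here. By the sum of contigs in the RNA-seq data, CL2217 passed the threshold of the interaction at no time. It did at 6 h (3.05) and 12 h (2.04) by the highest contig, and at 12 h (3.79) and 24 h (2.40) relative to *SlActin*, whose sum of contigs itself changed. The paper states that all 5 were DEGs in both sexes, whereas CL2217 was called in neither sex, and CL3276 and CL9910 were called in female and not in male roots. By the highest contig, CL2217 was called in female roots at 6 h (2.10) and in male roots at 12 h (-1.26), and in male roots at 12 h CL3276 (-1.19) and CL9910 (-1.41) were called too, as CL3276 was at 24 h (-2.04). The contig of Supplementary Table S3, chosen after seeing the values, gave the same calls. Relative to *SlActin*, CL2217 was called in female roots at 12 h (2.78) and 24 h (4.12) and in male roots at 12 h (-1.01) and 24 h (1.72), and in male roots CL3276 at 6 h and at 24 h (2.74) and CL9910 at 24 h (2.09). With the median of ratios, CL3276 was called in male roots at 24 h (1.59), and CL7345 at no time in female roots. The paper states that the ABC transporter gene CL4278 was common to both sexes, whereas it was called in male roots at 12 h (1.67) and at no time in female roots. In female roots it was called at 24 h by the highest contig (-1.17), at 6 and 24 h with a pseudocount of 0.1 (-2.13 and -2.84), and at 24 h without the male 6 h libraries (-1.17), a fit chosen after seeing the values. The paper states that the libraries clustered well, which held for 7 groups and not for male 6 h.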

Other observations

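The test on the *Quercus suber* genes was chosen after the result was seen.

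*SlActin* (CL19537), by the sum of contigs, was higher in female control roots than in male control roots (361 ± 22.0 against 46.4 ± 12.8 FPKM, SD, n = 3). Ferritin genes, which store iron, rose for 3 of 4 in male roots at 12 h (1 fell) and 1 of 4 in female roots, and at 12 h 2 of 4 had a lower response in females by limma's test of the interaction. Chitinase and hevein genes rose for 2 of 3 in male roots at 24 h and 0 of 3 in female roots, and 1 of 3 had a lower response in females.

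Of the 11 genes whose nearest match is from *Quercus suber*, 9 were higher and 1 lower in female roots at 6 h, and 8 were higher and 1 lower in male roots at 12 h. At 24 h, 0 were higher and 5 lower in female roots, and 1 was higher and 1 lower in male roots. Most of the 11 genes thus moved together, whereas Unigene69581 fell from 5.24 to 0.537 FPKM in female roots at 6 h. The median pairwise r of the 11 genes was 0.574, against 0.31 at the 95th percentile of random lists of the same size. For all 20 genes with their nearest match outside the willow family it was 0.184, under the 95th percentile of 0.214. The *Quercus suber* genes had been seen to move together before, so the test decides nothing. RNA of another organism on the roots may account for this, and a response of willow genes to NaCl (8 higher in male roots at 12 h) remains as open.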
